A study of Homo sapiens with 6 samples. Its data were reported in "EWSR1::ATF1 Orchestrates the Clear Cell Sarcoma Transcriptome in Human Tumors and a Mouse Genetic Model" (2023).

How the data were processed

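Chromatin immunoprecipitation followed by sequencing (ChIP-seq) with an anti-H3K27ac antibody was performed on SU-CCS-1, an established human clear cell sarcoma (CCS) cell line that carries the EWSR1::ATF1 (EA1) fusion. H3K27ac is an acetylated lysine of histone H3 that marks active promoters and enhancers. The 6 samples comprised 3 H3K27ac ChIP replicates and 3 input replicates, input being sonicated chromatin that was sequenced without immunoprecipitation. Groups and replicate numbers were taken from the sample titles.

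The authors aligned reads to hg38 with BWA-MEM, removed duplicate reads with samtools, called peaks with MACS2 in its broad mode with input as background, and removed peaks in regions that ENCODE lists as unreliable. They deposited 1 peak list for the whole series, with 4 columns that give the chromosome, start, end and name of each peak. The list carried no score, fold enrichment, p-value or read count, and no column of values per sample. The names in the list describe a merge of the H3K27ac data, and no peak can be traced to a replicate. Whether peaks were called on joined reads or per replicate and then merged is not known from the list, and neither is the depth behind each peak. The calls depended on read depth, on the input and on the p-value cutoff. A locus without a peak was therefore below that cutoff or was removed after calling. Its absence from the list does not show that it lacked acetylation. Broad calling joins neighbouring enriched stretches, which makes the width of a peak depend on signal height and on the joining rule as well as on the extent of the mark. All starts and ends fell on a grid of 10 bases, and the narrowest peak measured 400 bases.

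Peak coordinates were compared with the hg38 sequence. None of the peaks ran past the end of its chromosome, and 30780 of the 30784 peaks lay wholly in sequence without assembly gaps. Start sites, gene bodies and exons were taken from GENCODE version 44. A peak was called promoter-associated when any of its bases lay within 3 kb of the start site of any annotated transcript, the window used in the study. The remaining peaks were called distal and were divided into intragenic peaks, which overlapped a gene, and intergenic peaks. Coordinates are given counted from 1. Genes in the regions shared by the X and Y chromosomes were counted once, on X.

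The share of promoter-associated peaks and the number of stitched regions were tested against 1000 random placements of the peaks, with widths and chromosomes kept and assembly gaps avoided (permutation test, one-sided). The difference in median width between promoter and distal peaks was tested with a two-sided permutation test of 100000 resamples. The peaks of 1 list are not replicate samples, so these tests describe this list. Promoter peaks in 5 gene lists were compared with all other protein-coding genes by two-sided Fisher's exact tests with Benjamini-Hochberg adjustment over the 5 lists. The lists were genes the study places at or loops to human super-enhancers (SEs), genes the study names as raised, melanocyte lineage genes, skeletal muscle genes and olfactory receptor genes. In all, 4 genes stood in more than 1 list, and MYLPF was matched through its current symbol MYL11. The SE genes were picked by the study's authors partly from these libraries. The raised genes were named for their expression, some of them as examples near EA1 binding sites. Shares are given with 95% Wilson confidence intervals, which cover counting only.

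Stitched regions joined peaks within 12.5 kb, the distance used in the study. The study ranked regions by reads normalized by input. Here they were ranked by summed peak width, because the list holds no signal, and counted past the point where the ranked curve, scaled from 0 to 1 on both axes, reaches a slope of 1. The regions past that point are a ranking of peak width and are not SEs as the study called them.

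Motifs were counted on both strands in distal peaks and compared with 1000 sets of random intervals of the same widths, outside peaks and beyond 3 kb of a start site, matched to within 2 percentage points of GC content (permutation test, two-sided, Benjamini-Hochberg over 4 motifs). The motifs were those examined in the study, namely the ATF/CREB site TGACGTCA, its flexible form TGANNTCA, the AP1 site TGAGTCA, and runs of more than 4 TGA or TCA triplets with gaps of up to 5 bases. For each of TGACGTCA and TGAGTCA, 5 control sequences rearranged the half-sites. Ranges given with a motif ratio span 95% of the background sets. A distal peak was scanned when at least 10 matched intervals were found for it.

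The tests, the gene lists, the alternatives and the rule for naming genes were fixed before the data were examined, apart from those said below to have been added. The rule allowed any gene of the lists other than olfactory receptors, the 10 widest peaks and the 10 top-ranked stitched regions with their nearest protein-coding gene, and the stitched regions nearest NR4A2, JUNB, NEDD9 and NFIL3. Some genes that meet this rule are not reported here. Alternatives included promoter windows of 1 kb, peak midpoints, start sites of protein-coding transcripts alone, the widest 50% of peaks as a stricter list, stitching within 5 kb or 25 kb, ranking by region span, and other backgrounds for the motifs. The design had provided for ranking by a peak score. Because the list carried none, width took its place, and the width comparison had no stricter list.

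The calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and samtools 1.23.1. The statistical functions were first tested on simulated data, among them a random placement of 30784 peaks, and passed 8 of 8 checks.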

Results

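The data describe where H3K27ac was enriched in SU-CCS-1 cells. The series holds 3 H3K27ac ChIP replicates and 3 inputs, with 1 merged list of 30784 peaks for the whole series. There are no values per replicate, so errors below come from counting and from random placement and do not cover variation between replicates. Read depth per sample is not given by the list. The peaks lay on 24 chromosomes, did not overlap each other, and covered 44.03 Mb, or 1.499% of the 2937.64 Mb of hg38 outside assembly gaps. The median peak width was 1060 bases, with quartiles of 620 and 1760 bases. The widest peak measured 35690 bases, and 98 peaks were wider than 10 kb. The median gap to the next peak was 17900 bases, and 20.8% of gaps measured 1 kb or less. Peak density was highest on chromosome 19, with 27.5 peaks per Mb, followed by 20.5 on chromosome 17 and 20.2 on chromosome 22. It was 5.94 per Mb on chromosome 4, 5.04 on the X chromosome and 0.681 on the Y chromosome.

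The study asked how EA1 and the marks of active chromatin divide between promoters and distal regions. Of the H3K27ac peaks, 18856 (61.3%, 95% Wilson interval 60.7 to 61.8) were promoter-associated. Random placement gave 22.8% ± 0.230 (SD over 1000 placements), and none of the placements exceeded 23.7%. The observed share was 2.69 times the random mean (permutation test, p = 0.001, the smallest these placements can give). Intragenic peaks made up 26.98% (26.5 to 27.5) against 43.99% ± 0.276 for random placement, and intergenic peaks made up 11.8% (11.4 to 12.1) against 33.2% ± 0.265. A peak contained an annotated start site in 12954 cases (42.1%). The alternative that moved the promoter share most was the use of protein-coding transcripts alone, under which 45.9% of peaks were promoter-associated against a random mean of 8.84%.

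**Figure D1:**
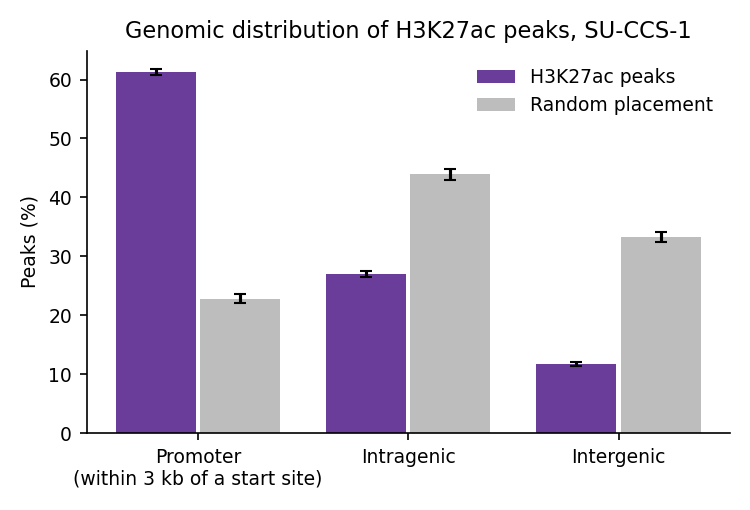
Percent of H3K27ac peaks (purple) and of randomly placed peaks (grey, mean of 1000 placements) that were promoter-associated, intragenic or intergenic. Error bars are 95% Wilson intervals for the peaks and the full range of placements for the random bars, and promoter-associated peaks stand at 61.3% against 22.8%.

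The 11928 distal peaks lay mostly in introns. By the midpoint of the peak, 53.9% (52.97 to 54.8) were in an intron of a protein-coding gene and 11.01% (10.5 to 11.6) in an intron of another gene. A further 30.8% (29.99 to 31.6) had their midpoint outside genes. Untranslated regions held 2.13%, coding exons 1.10% and other exons 1.09%.

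Promoter peaks were wider than distal peaks. The median width was 1270 bases (quartiles 740 and 1940) for promoter peaks and 770 bases (quartiles 530 and 1360) for distal peaks. The difference of 500 bases exceeded all of the 100000 permutations (two-sided p = 1e-05, the smallest they can give). A wider interval reaches a start-site window more often by placement alone, and random placement gave a difference of 117 bases ± 16.9 (SD), with a largest value of 180 bases. The difference moved most with a 1 kb promoter window, to 630 bases.

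**Figure D2:**
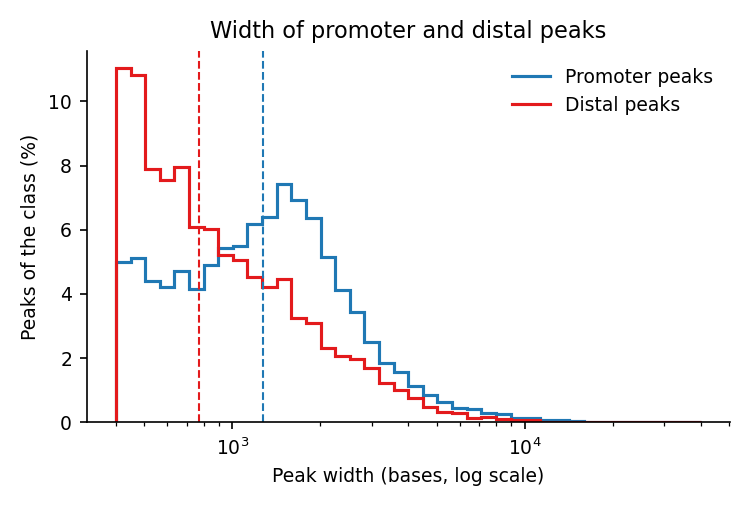
Distribution of peak width (bases, log scale) for promoter peaks (blue) and distal peaks (red), as percent of the peaks of each class per bin. Dashed lines mark the medians of 1270 and 770 bases.

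To ask which genes carried the mark at their start, protein-coding genes with at least 1 promoter peak were counted. There were 12691 of 20015 genes, or 63.4% (62.7 to 64.1). With only the widest 50% of peaks the count was 9737 genes, and with only the widest 25%, a setting used for the gene lists below, it was 5309 genes.

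Gene lists differed in this share. All 17 genes that the study places at or loops to human SEs had a promoter peak (100%, interval 81.6 to 100, against 63.4% of other genes, adjusted p = 0.00145 by Fisher's exact test). So did all 9 genes named by the study as raised (interval 70.1 to 100, adjusted p = 0.0390, Fisher's exact test). Because the study chose the SE genes partly from the same libraries, the former result is not independent evidence. JUNB and NFIL3 stood in both lists, so the result for raised genes is not wholly independent either. Among melanocyte lineage genes, 14 of 18 had a promoter peak (77.8%, 54.8 to 91.0), which did not differ from other genes (adjusted p = 0.232, Fisher's exact test). The melanocyte genes without one were TYR, TYRP1, KIT and SLC45A2. MITF and SOX10 stood both in this list and in the list of SE genes. Skeletal muscle genes, which the study used as the tissue for comparison in its expression data, had a promoter peak in 7 of 20 cases (35.0%, 18.1 to 56.7, adjusted p = 0.0176, Fisher's exact test). These were MB, TNNT1, TNNI2, MYL11, TTN, ACTN3 and ATP2A1. MYOD1, MYOG, ACTA1 and CKM were among the 13 without. Olfactory receptor genes had a promoter peak in 4 of 400 cases (1.0%, 0.390 to 2.54, adjusted p = 1.13e-167, Fisher's exact test). Named after their values were seen, these 4 were OR1F1, OR2AK2, OR2C3 and OR6B3. When only the widest 25% of peaks counted, melanocyte genes stood above other genes and the skeletal muscle list no longer differed, with shares of 50% and 10% and adjusted p-values of 0.0401 and 0.127 by Fisher's exact test. Over the 4 definitions of a promoter peak, these adjusted p-values ranged from 0.0401 to 1 for melanocyte genes and from 0.00218 to 0.127 for skeletal muscle genes.

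SEs are clusters of H3K27ac-enriched intervals, and the study built them by stitching peaks. Stitching at the distance used in the study joined the 30784 peaks into 17049 regions. Random placement gave 26465 ± 55.7 regions (SD), with a minimum of 26284, so the observed number was 64.4% of the random mean (permutation test, p = 0.001, the smallest these placements can give). A region held 1.81 peaks on average. Regions of a single peak numbered 11080 (65.0%, 64.3 to 65.7), and the largest number of peaks in a region was 37. Among the alternatives set for this count, the number of regions moved most when peaks wholly within 2.5 kb of a start site were left out. The remaining 14930 peaks then formed 8165 regions, which was 58.6% of the random mean for as many peaks.

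Ranked by summed peak width, 879 regions (5.16%) lay past the slope-1 point, at widths above 7.97 kb. They held 29.3% of all bases in peaks. Their median was 6 peaks and 27.1 kb from first to last base. Ranking by region span instead gave 973 regions past the point, of which 640 were also among the 879. The count moved most when peaks near start sites were left out, to 460.

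**Figure D3:**
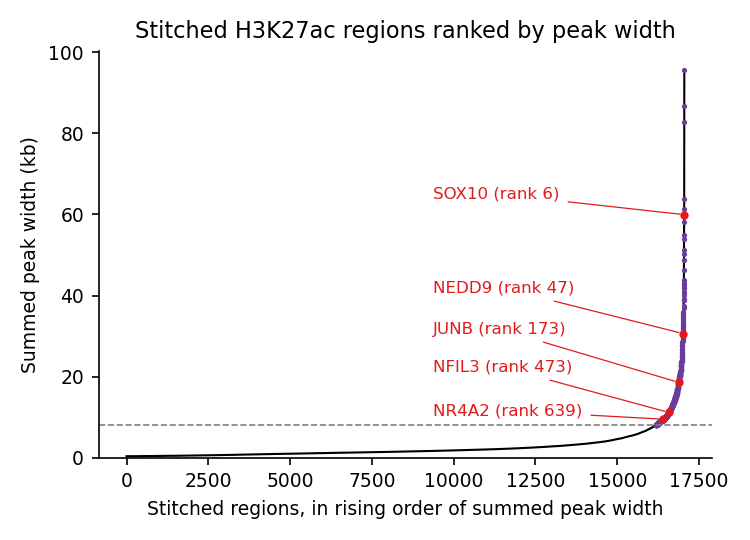
Summed peak width (kb) of the 17049 stitched regions in rising order, with the 879 regions past the slope-1 point in purple and the width of 7.97 kb at that point as a dashed line. Red points mark the regions at SOX10 (rank 6), NEDD9 (rank 47), JUNB (rank 173), NFIL3 (rank 473) and NR4A2 (rank 639), all above the line.

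The top-ranked region lay on chromosome 14 from 100332051 to 100449810, over WARS1 and WDR25, with 20 peaks and a summed width of 95.58 kb in a span of 117.76 kb. It was followed by regions at MAD1L1 (chromosome 7, 2051561 to 2253210, summed width 86.8 kb), PACSIN2 (chromosome 22, 42855851 to 42997340, summed width 82.75 kb), URB1 (chromosome 21, 32305861 to 32393840, summed width 63.89 kb) and MCF2L (chromosome 13, 113001771 to 113097200, summed width 61.45 kb). The region at SOX10 ranked 6 and ran on chromosome 22 from 37967911 to 38043220. Its 13 peaks had a summed width of 59.94 kb in a span of 75.31 kb. It covered SOX10 and reached into POLR2F, inside which SOX10 lies on the opposite strand. DEAF1, ZNF354B and SSBP3 were nearest other regions among the top 10, and the region nearest ZNF354B lay 27.1 kb from its start site without overlapping a protein-coding gene. The widest single peak spanned 35.69 kb over SLC7A5 (chromosome 16, 87834421 to 87870110). The next were a peak of 28.35 kb at GPSM1 (chromosome 9, 136322781 to 136351130) and a peak of 25.79 kb (chromosome 7, 130893871 to 130919660) whose nearest protein-coding gene was KLF14, at a distance of 159.7 kb. URB1 held 2 of the 10 widest peaks. The others lay at or nearest WDR25, BACE2, RMI2, SH3BP5 and SIK1.

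The study names NR4A2, JUNB, NEDD9 and NFIL3 beside human SEs. The highest-ranked region at each of these genes lay past the slope-1 point. The NFIL3 region ran on chromosome 9 from 91413281 to 91425250 and consisted of 3 peaks with a summed width of 11.18 kb (rank 473). NFIL3 spans 91409045 to 91423832 on the minus strand, so the region covered its start site and the 5′ part of the gene, and its midpoint lay 4.57 kb downstream of the start site. The JUNB region (chromosome 19, 12766081 to 12807340, 8 peaks, rank 173) held a peak of 8.79 kb at the JUNB promoter. The NEDD9 region (chromosome 6, 11192571 to 11263590, 16 peaks, rank 47) lay within the gene, 118.8 kb downstream of its outermost start site. The NR4A2 region (chromosome 2, 156319721 to 156344030, 4 peaks, rank 639) contained the whole gene. Of the other listed genes, TFAP2A (rank 65), MITF (rank 210), PMEL (rank 220), CREM (rank 365) and OCA2 (rank 43) also had regions past the point. The highest-ranked region at FOS (rank 2691) was below it, although FOS had a promoter peak.

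**Figure D4:**
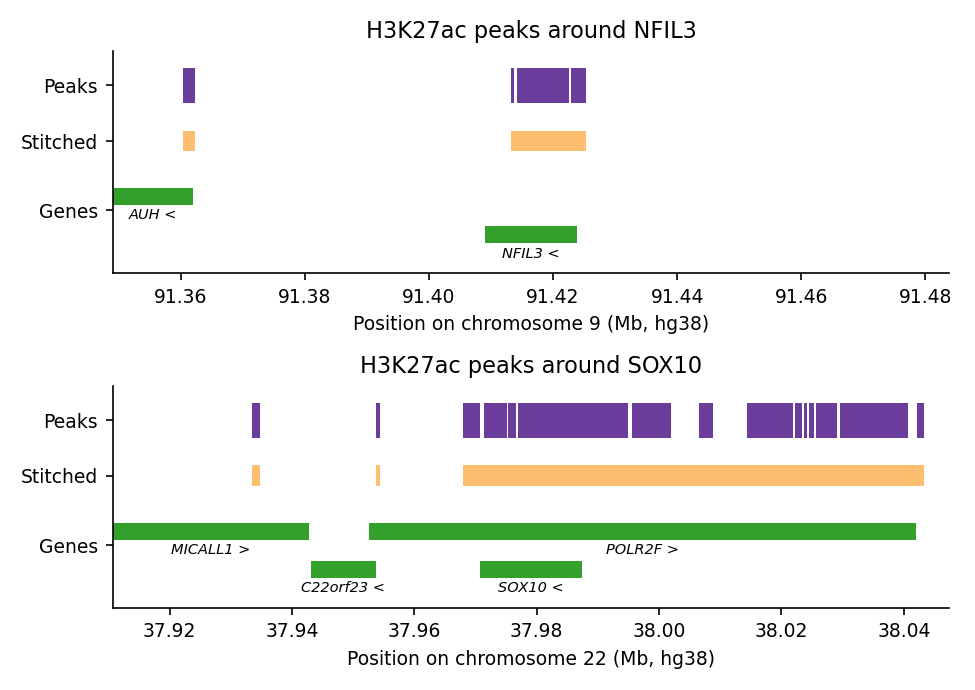
H3K27ac peaks (purple), stitched regions (orange) and protein-coding genes (green, > plus strand, < minus strand) around NFIL3 on chromosome 9 and SOX10 on chromosome 22, in Mb of hg38. The NFIL3 region holds 3 peaks over the start site and 5′ part of the gene, and the SOX10 region holds 13 peaks.

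The study examined the ATF/CREB and AP1 motifs and TGA repeats in EA1 binding sites. In mouse tumors it placed the variant motifs mainly at distal sites and the canonical ATF/CREB motif more often at promoters. It placed the repeats mainly at distal sites in mouse and human. For human CCS cell lines it reported the ATF/CREB motif and the repeats, while the AP1 motif was not a significant recurrent motif there. Whether distal H3K27ac peaks held these motifs more often than other sequence was tested with GC-matched intervals, available for 11700 of the 11928 peaks (98.1%). Mean GC content was 49.4% in distal peaks, 57.9% in promoter peaks and 40.9% in the genome. TGACGTCA occurred 119 times in distal peaks, 8.77 times per Mb against 4.48 ± 0.582 (SD) in the background, a ratio of 1.96 (1.55 to 2.70). TGANNTCA had a ratio of 1.11 (1.09 to 1.14) and TGAGTCA of 1.14 (1.10 to 1.19). TGA or TCA runs were less frequent than in the background, with a ratio of 0.866 (0.815 to 0.924). The adjusted p was 0.002 for each of the 4 motifs, the smallest the permutation test can give. The ratio of TGACGTCA rose to 2.72 without the match on GC content and fell to 1.27 against the flanking intervals. When only the central 200 bases of each peak were scanned, the ratios were 1.42, 1.05, 1.10 and 0.891 in the same order and none differed from the background (permutation test, adjusted p from 0.148 to 0.256). Against the flanking intervals of 6868 peaks, TGACGTCA (ratio 1.27, adjusted p = 0.212) and TGAGTCA (ratio 1.07, adjusted p = 0.0586) did not differ in the permutation test, while TGANNTCA (ratio 1.09) and TGA or TCA runs (ratio 0.628) did (adjusted p = 0.004 for each). The flanking intervals were not matched on GC content and could lie within 3 kb of a start site. Over all settings the adjusted p ranged from 0.002 to 0.256 for TGACGTCA and from 0.002 to 0.148 for TGAGTCA.

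**Figure D5:**
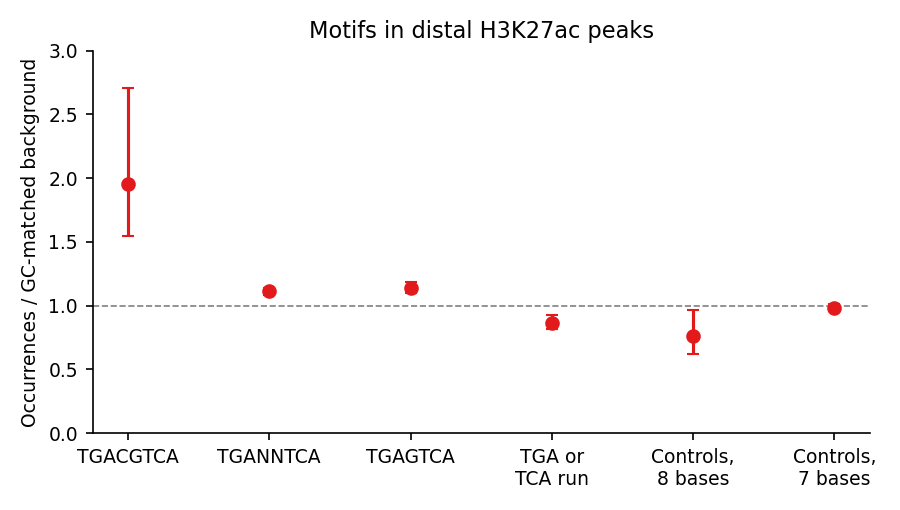
Ratio of motif occurrences in distal H3K27ac peaks to GC-matched background, for the 4 motifs and for the pooled control sequences of 8 and 7 bases. Bars span 95% of the 1000 background sets, and TGACGTCA stands at 1.96 while the pooled controls stand at 0.762 and 0.985.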

Values the study reported

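In SU-CCS-1 cells the study counted 594 human SEs with ROSE, which ranks stitched regions by sequencing reads. It placed an SE 5.9 kb downstream of NFIL3. Its figure of such distances measures them between the start site of a gene and a nearby SE.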

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

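Of 54 alternatives computed over 14 results, 43 kept the direction of the result and its side of the threshold or stayed within 1.5 times the count. Another 7 weakened a result, 1 strengthened it, 3 moved a count and none reversed a direction. The promoter share kept its direction and passed the threshold under every alternative tried, with values from 45.9% to 73.1% against random means from 8.84% to 24.5%. The width difference did so from 470 to 630 bases. Its midpoint alternative was chosen after seeing the data. Counts of genes with a promoter peak ranged from 9737 to 12691 over the alternatives set for that count, and fell to 5309 with the widest 25% of peaks, a setting made for the gene lists.

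For the gene lists, counting only the widest 25% of peaks raised melanocyte genes past the threshold (50% against 26.5% of other genes) and left skeletal muscle genes short of it (10% against 26.5%). Fewer genes of any kind had such a peak, which lowers the power for a list that is already low. With the other alternatives the lists stayed on the same side of the threshold.

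Stitched regions fell to 8165 with peaks wholly within 2.5 kb of a start site left out, and to 10909 with the widest 50% of peaks. Fewer peaks entered both, by construction, and both stayed below all random placements. Leaving out the peaks near start sites also lowered the number past the slope-1 point to 460.

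In the central 200 bases, no motif passed the threshold, with ratios of 1.42 for TGACGTCA, 1.05 for TGANNTCA, 1.10 for TGAGTCA and 0.891 for TGA or TCA runs. Fewer bases were scanned there, which widens the spread of the background. Whether the lower ratios have another cause was not tested. Against flanking intervals the ratio of TGACGTCA was 1.27 and that of TGAGTCA 1.07, both short of the threshold, and the cause was not tested.

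No paired analysis was possible because the merged peak list has no column for any replicate, although replicate numbers are shared by H3K27ac and input samples. For the same reason no replicate was left out in turn. The list gives no read counts, which leaves the reliability of narrow peaks open. It also limits statements about absent peaks, since a locus without a peak was below the cutoff of the calling or was removed after it.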

Other observations

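The tests of wide peaks by chromosome, of the pooled control sequences and runs, of placement within 1 Mb and of the gaps between peaks were chosen after results of the same data had been seen, as was the list of 8 pairs of X and Y genes. No biological explanation was tested by group, because the list describes 1 cell line under 1 condition.

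Short gaps between neighbouring peaks held the motifs more often than the distal peaks did. The gaps lay more than 3 kb from any start site, but the peaks beside them could be promoter-associated. In 3298 gaps of 50 to 1000 bases, TGACGTCA occurred 39 times, at 8.91 times the GC-matched background (4.33 to 39). TGAGTCA had a ratio of 1.74 (1.54 to 2.00), TGANNTCA of 1.22 (1.14 to 1.303), and TGA or TCA runs of 1.70 (1.45 to 2.03), each with an adjusted permutation p of 0.002, the smallest that can be given. In the distal peaks TGAGTCA stood at 1.14 and the runs at 0.866. Repeated sequence that takes no reads would raise other triplet runs as well, but runs of 3 other triplet pairs had a pooled ratio of 0.919 (0.790 to 1.09), below the range of TGA or TCA runs. The ratios of the 3 pairs taken one by one went from 0.721 to 1.08. Nor were the motifs raised alike in all sequence next to such peaks. In 2121 gaps with usable intervals of the same width on the outer sides of their 2 peaks, TGAGTCA occurred 325 times per Mb in the gaps and 195 times per Mb in the outer intervals, TGA or TCA runs occurred 190.1 and 95.7 times per Mb, and TGACGTCA occurred 31.3 and 6.02 times per Mb (adjusted permutation p = 0.002 for each, the smallest that can be given). Composition of the gaps played a part, because the controls of 7 bases were also raised, to 1.22 (1.14 to 1.33), but this is below the range of TGAGTCA. For TGACGTCA the controls of 8 bases stood at 2.52 (1.5 to 7) on 21 occurrences, a range that overlaps that of the motif, so composition as the whole cause cannot be told apart from binding with so few occurrences. The outer intervals speak only to position and were not matched on composition. TGANNTCA, at 1.22, rose no more than the controls of 7 bases, although these rearrange TGAGTCA and not TGANNTCA. It was also more frequent in the gaps than in the outer intervals (754.5 against 596.9 times per Mb, adjusted permutation p = 0.002). Because composition was not controlled for TGANNTCA there, its rise in the gaps is not taken as evidence for binding. A candidate explanation for TGAGTCA is that bound factors occupy the dip in acetylation between nucleosomes, so that a broad peak is split at the site and the motif falls into the gap. In mouse tumors the study had already reported H3K27ac on both sides of distal EA1 binding sites. It took this as EA1 occupying the DNA between. For the present list, the explanation was put forward after the motif counts in peaks were seen and before the gaps were scanned. The prediction was that TGAGTCA and TGANNTCA would be enriched in the gaps beyond their enrichment in the peaks. Both ratios lay above those in the peaks, but only TGAGTCA also lay above the controls, and its ratio of 1.74 is consistent with the hypothesis. The test used the same peak list and does not say which factor is bound.

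Runs of TGA or TCA triplets were less frequent in distal peaks than in matched sequence. If repeats took fewer placed reads, other triplet runs would be reduced too. The 3 control runs had a pooled ratio of 0.939 (0.880 to 1.001), a range that overlaps that of TGA or TCA runs, with TAG or CTA runs at 0.887 (0.817 to 0.968) and AGT or ACT runs at 1.03 (0.925 to 1.16). Against the flanking intervals of 6868 peaks the ratio of TGA or TCA runs was lower still, at 0.628. These intervals were not matched on GC content, and random intervals without that match gave 0.752, so 0.628 is not directly comparable with 0.866. Because the ranges of TGA or TCA runs and of the control runs overlap, the peaks alone cannot tell an effect of read placement from an absence of the runs from acetylated sequence. In the short gaps between peaks, TGA or TCA runs were raised to 1.70 (1.45 to 2.03) while the pooled control runs stood at 0.919 (0.790 to 1.09). This argues against read placement for the gaps.

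The enrichment of TGACGTCA and TGAGTCA in distal peaks was not shared by the rearranged sequences when these were pooled. The 5 control palindromes that keep a central CpG had a pooled ratio of 0.762 (0.618 to 0.969), which argues against CpG content as the source. The 5 controls for TGAGTCA had a pooled ratio of 0.985 (0.959 to 1.01). Taken singly, they went from 0.877 (0.827 to 0.935) for GATGATC to 1.07 (1.01 to 1.12) for AGTGACT. None reached the 1.14 of TGAGTCA, but part of this smaller enrichment is also seen in a rearrangement. Because single rearrangements departed from the background in both directions, base composition is not excluded for an enrichment of this size.

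Chromosome 21 carried 4 of the 10 widest peaks. Of its 478 peaks, 24 (5.02%) were wider than 5 kb, against 2.05% elsewhere (adjusted p = 0.00149, Fisher's exact test over 24 chromosomes), and 7 (1.46%) were wider than 10 kb, against 0.300% elsewhere (adjusted p = 0.0205, Fisher's exact test). Regions past the slope-1 point made up 10.4% of its stitched regions, against 5.09% elsewhere (adjusted p = 0.0128, Fisher's exact test). Chromosome 22 had 35 peaks (4.43%) wider than 5 kb among 790 (adjusted p = 0.000961) but did not differ at 10 kb (adjusted p = 0.158) or in regions past the slope-1 point (adjusted p = 0.240, Fisher's exact tests). Chromosomes 21 and 22 were not alone. Regions past that point were also more frequent on chromosomes 16 (8.23%, adjusted p = 0.0128) and 17 (7.29%, adjusted p = 0.0421), and less frequent on chromosomes X (2.37%, adjusted p = 0.0128), 4 (2.64%, adjusted p = 0.0128) and 1 (3.87%, adjusted p = 0.0421, Fisher's exact tests). Peaks wider than 5 kb were less frequent on chromosome 4 (0.976%, adjusted p = 0.0443, Fisher's exact test). Neighbouring peaks are not independent, so these p-values are too small. A gain of copies of these chromosomes could widen their peaks. Promoter peaks then should be wider too, yet their median width was 1305 bases on chromosome 21 and 1340 bases on chromosome 22, within the ranges of random sets of promoter peaks (1140 to 1410 and 1170 to 1370 bases). How strongly a copy gain widens a peak is not known from this list, so a gain and a local concentration of large domains cannot be told apart. The same holds for the 10 top-ranked regions. Peaks in the 1 Mb on either side had a median width of 1160 bases, at percentile 77.4 of 10000 random sets of 10 regions, which gives no sign of a gain over a longer stretch and does not exclude one.

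All 18 peaks on the Y chromosome lay in sequence that is identical on the X chromosome, and 17 had an X peak at the matching position, although in 0 cases with the same start and end. Reads that match both copies and are assigned to either at random would give this pattern, and the 17 matching peaks are consistent with it. None of the 45 protein-coding genes specific to Y had a promoter peak. Genes of a kind not used in these cells would not explain that, since all 8 X counterparts of 8 Y genes, among them DDX3X, KDM6A and RPS4X, had promoter peaks while DDX3Y, UTY and RPS4Y1 did not. Whether Y sequence is present in these cells was not tested, and Y peaks are better read as copies of X signal in counts by chromosome.

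Explanations by placement or by peak splitting were tested for the main comparisons as well. The greater width of promoter peaks was larger than the mean difference of 117 bases from random placement. It remained at 515 bases after peaks closer than 1 kb were merged, so splitting of distal domains does not account for it. Fewer stitched regions than random were also found for merged peaks (78.8% of the random mean), which argues against splitting as the whole cause. Distal peaks alone formed 61.9% of the random mean, but most of them lie in genes, so this does not set gene clustering aside. They were therefore placed 200 times within their own 1 Mb of the chromosome, in genes or outside them as observed, and more than 3 kb from start sites. The 6984 observed regions were 69.5% of the mean of 10049 ± 32.2 (SD), below the smallest value of 9950. When all peaks closer than 1 kb were merged before the division into promoter and distal, the 8490 merged distal peaks formed 6662 regions. That was 87.5% of the mean of 7616 ± 24.9 (SD) over placements of the same peaks, and below the smallest value of 7552. The shortfall was thus smaller after merging but remained. Its persistence argues against gene density per 1 Mb as the whole cause, while clustering with active genes over shorter distances stays open.

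Several pigment genes diverged from others of the melanocyte list. OCA2, PMEL and SOX10 lay at regions ranked 43, 220 and 6, and DCT had 2 promoter peaks, while TYR had no peak within 839.6 kb of the gene and KIT none within 592.2 kb. No test was made of this contrast.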
